# Gene Expression Profiling in Ovaries and Association Analyses Reveal *HEP21* as a Candidate Gene for Sexual Maturity in Chickens

**DOI:** 10.3390/ani10020181

**Published:** 2020-01-21

**Authors:** Biao Chen, Guitao Liang, Xuenong Zhu, Yuwen Tan, Jiguo Xu, Hongxiang Wu, Huirong Mao, Yutao Zhang, Jiakun Chen, Yousheng Rao, Min Zhou, Sanfeng Liu

**Keywords:** sexual maturity, chicken, *HEP21*, reproductive traits, digital gene expression RNA sequencing

## Abstract

**Simple Summary:**

Chicken meat and egg productions are essential for human beings. Sexual maturity is important for both egg production and meat flavor. It is necessary to elucidate the genetic mechanism of chicken sexual maturity. In current study, we used digital gene expression (DGE) RNA-sequencing analysis to investigate differential expression of genes in pre-pubertal and post-pubertal ovaries in two different sub-breeds of chicken with different onsets of sexual maturity. After the analysis of RNA-sequencing data, numerous differentially expressed genes were found in both comparisons (32 day old, early-sexual-maturity pre-laying hens (P-F-O1) vs. 103 day old early-sexual-maturity laying hens (P-F-O2), and 32 day old late-sexual-maturity pre-laying hens (L-F-O1) vs. 153 day old late-sexual-maturity pre-laying hens (L-F-O2)). With the bioinformatic analysis, hen egg protein 21 kDa (*HEP21*) was chosen as the candidate gene to conduct following experiment. The variations in *HEP21* were screened and association analyses between rs315156783 and reproductive traits were investigated in fifth-generation Ningdu Yellow chickens from a closely bred population. These results demonstrated that *HEP21* is a candidate gene for sexual maturity and ovary development in chickens. However, the underlying mechanism of how *HEP21* regulates chicken sexual maturity needs further focused studies.

**Abstract:**

The age of onset of sexual maturity is an important reproductive trait in chickens. In this study, we explored candidate genes associated with sexual maturity and ovary development in chickens. We performed DGE RNA-sequencing analyses of ovaries of pre-laying (P-F-O1, L-F-O1) and laying (P-F-O2, L-F-O2) hens of two sub-breeds of Ningdu Yellow chicken. A total of 3197 genes were identified in the two comparisons, and 966 and 1860 genes were detected exclusively in comparisons of P-F-O1 vs. P-F-O2 and L-F-O1 vs. L-F-O2, respectively. Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses showed that genes involved in transmembrane signaling receptor activity, cell adhesion, developmental processes, the neuroactive ligand–receptor interaction pathway, and the calcium signaling pathway were enriched in both comparisons. Genes on these pathways, including growth hormone (*GH*), integrin subunit beta 3 (*ITGB3*), thyroid stimulating hormone subunit beta (*TSHB*), prolactin (*PRL*), and transforming growth factor beta 3 (*TGFB3*), play indispensable roles in sexual maturity. As a gene unique to poultry, hen egg protein 21 kDa (*HEP21*) was chosen as the candidate gene. Differential expression and association analyses were performed. RNA-seq data and qPCR showed that *HEP21* was significantly differentially expressed in pre-pubertal and pubertal ovaries. A total of 23 variations were detected in *HEP21*. Association analyses of single nucleotide polymorphisms (SNPs) in *HEP21* and reproductive traits showed that rs315156783 was significantly related to comb height at 84 and 91 days. These results indicate that *HEP21* is a candidate gene for sexual maturity in chickens. Our results contribute to a more comprehensive understanding of sexual maturity and reproduction in chickens.

## 1. Introduction

In animals, sexual maturity is accompanied by aging, changes in tissue morphology, increased body weight, and reproductive competence [1]. Ovaries are the main reproductive organs of female animals. The structure of the ovaries changes dynamically during animal pubertal maturity, and these structural changes are controlled by nutrition, genetic factors, and concentrations of endocrine hormones [2]. Many studies have been performed to identify the key genes affecting sexual maturity. Multiple genes, quantitative trait loci (QTLs), and SNPs have been identified by RNA sequencing, genome-wide association studies, and genome-wide DNA methylation sequencing [3,4,5].

Chickens are a common domesticated animal with the largest breeding stock, and are gradually becoming the most important model in poultry research. The age of onset of sexual maturity is an important reproductive trait in chickens. Sexual maturity in chickens is associated with body weight [6,7]. In China, breeds with a younger age at first egg are more popular than those with an older age at first egg, because sexually mature chickens have relatively higher intramuscular fat deposition, which is correlated with flavor, juiciness, and tenderness of skeletal muscle [8,9]. However, the genetic mechanisms behind the onset of sexual maturity in chickens are still unclear, and more systematic research on the network of genetic factors responsible for this trait is needed. A previous study on ovaries in different stages of development showed that CCT6A might play a crucial role in sexual maturity in chickens [10].

In the present study, we used digital gene expression (DGE) RNA-sequencing analysis to investigate differential expression of genes in pre-pubertal and post-pubertal ovaries in two different sub-breeds of chickens with different onsets of sexual maturity. The Ningdu Yellow chicken is a Chinese breed characterized by early sexual maturity and meat with good flavor. This breed has been used for studies on reproductive traits in chickens, such as egg production and broodiness [11,12]. After RNA sequencing, we performed qPCR to validate the data, and gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were also performed. The DGE RNA-seq data showed a large number of differentially expressed genes in the pre-pubertal and post-pubertal samples. We aim to investigate the differentially expressed genes and their functional pathways. The results may contribute to further understanding of the underlying mechanisms behind the reproductive process in chickens.

## 2. Materials and Methods

### 2.1. Ethics Statement

The animal experiments in this study complied with the ethical standards and regulations of Jiangxi Agricultural University (JXAULL-2017002). Effort was made to minimize the suffering of the chickens.

### 2.2. Animals and Tissues

Two sub-breeds of Ningdu Yellow chicken with different onsets of sexual maturity, provided by the College of Animal Science and Technology, Jiangxi Agricultural University, Nanchang, China, were used for the DGE RNA-seq in this study. Briefly, all chickens had free access to water and were fed a standard diet. Four groups of birds were used: 32 day old early-sexual-maturity pre-laying hens (P-F-O1), 103 day old early-sexual-maturity laying hens (P-F-O2), 32 day old late-sexual-maturity pre-laying hens (L-F-O1), and 153 day old late-sexual-maturity pre-laying hens (L-F-O2). All chickens were sacrificed and their ovaries were collected, quick-frozen in liquid nitrogen, and stored at −80 °C until RNA extraction.

To validate the differentially expressed gene from DGE sequencing, a dozen 143 day old Baier Yellow chickens—that is, six pre-laying hens and six laying hens—from the Baier Yellow Chicken Breeding Farm, Shangrao, China were also used. Hens were sacrificed painlessly and their ovaries were collected, frozen in liquid nitrogen, and kept at −80 °C.

Fifth-generation Ningdu Yellow chickens from a closely bred population from Guangdong Wens Foodstuff Company, Guangdong, China, were used to analyze associations between SNPs and reproductive traits. All birds were fed and immunized following the standard procedure of Guangdong Wens Foodstuff Company. After rearing, chickens were raised individually, and all egg production and reproductive traits were recorded, including age at first egg; body weight and comb height (measuring the distance from the root of comb to the peak of the highest sawtooth of the comb) at 77, 84, and 91 days; weight of first egg; and the total egg amount from the age at first egg to 300 days old. Samples of genomic DNA, which were used for genotyping and association analyses, were extracted from EDTA-anticoagulated blood samples of 1300 hens.

### 2.3. RNA Extraction and Sequencing

We extracted total RNA from the ovaries of chickens using Trizol reagent (TaKaRa, Otsu, Japan) according to the manufacturer’s instructions. We evaluated RNA degradation by loading on 1% agarose gels. The concentration and quality of all RNA samples were examined with a NanoDrop 2000 spectrophotometer (NanoDrop, Wilmington, DE, USA). All samples were kept at −80 °C.

Subsequently, five ovary RNA libraries of the same group were mixed in equal amounts. Four pooled samples (P-F-O1, P-F-O2, L-F-O1, and L-F-O2) were produced in this way and then sent to Shanghai Majorbio Bio-Pharm Biotechnology (Shanghai, China) for DGE RNA sequencing. Briefly, cDNA libraries were prepared based on Illumina’s protocols, and each library was sequenced with the Illumina Hiseq 2000 (Illumina, San Diego, CA, USA) to obtain paired-end 21 bp reads. The rest of the cDNA libraries were stored at −80 °C for qPCR validation of differential gene expression.

### 2.4. Bioinformatics Analysis of DGE RNA Sequencing

All sequencing data were submitted to the Gene Expression Omnibus with accession number GSE136329. For raw data from RNA sequencing, we used SeqPrep (https://github.com/jstjohn/SeqPrep) and Sickle (https://github.com/najoshi/sickle) to remove reads containing adapters, unknown bases, and low-quality bases to obtain high-quality reads. We then used TopHat (http://tophat.cbcb.umd.edu/) to align the clean reads with the chicken reference genome Gallus_gallus-4.0/galGal4 (http://asia.ensembl.org/Gallus_gallus/Info/Index). Based on the mapped reads, genes were annotated, and the expression of all genes was calculated using fragments per kilobase of transcript per million (FPKM) mapped reads. We analyzed the differential expression of P-F-O1 and P-F-O2 and of L-F-O1 and L-F-O2 using Cuffdiff (http://cufflinks.cbcb.umd.edu/); genes with greater than two-fold changes between the two samples (FPKM ≥ 0.3 and |log_2_FC| ≥ 1) or *p* < 0.05 were considered differentially expressed. We calculated the false discovery rate to judge the significance of the difference in gene expression. Using Goatools (https://github.com/tanghaibao/GOatools), we subjected all expressed genes to GO analysis with Bonferroni-adjusted *p* < 0.05. Using KOBAS (http://kobas.cbi.pku.edu.cn/home.do), we performed KEGG pathway enrichment analyses of all differentially expressed genes (pathways with *p* < 0.05 were considered significantly enriched).

### 2.5. Complementary DNA (cDNA) Synthesis and Quantitative Real-Time PCR (qRT-PCR)

We reverse-transcribed the total RNA extracted from ovaries using the Primescript RT reagent kit with gDNA eraser (perfect real time; TaKaRa, Otsu, Japan) with a random primer, per the manufacturer’s instruction. We then diluted synthesized cDNA in RNase-free water at a ratio of 1:4. Relative mRNA expression was detected by qRT-PCR using SsoFast EvaGreen Supermix (Bio-Rad, Hercules, CA, USA). The β-actin gene was used as an internal control. qRT-PCR was performed on a CFX96 system (Bio-Rad) in a total volume of 20 µL:10 µL SsoFast EvaGreen Supermix, 0.5 µL each primer (10 µM), 8.0 µL RNase-free water, and 1 µL cDNA. The PCR procedures were as follows: 39 cycles at 94 °C for 2 min, 94 °C for 15 s, and Tm °C for 30 s; fluorescence was then determined at 65 °C to 95 °C. Each sample was examined in triplicate, and the expression fold was calculated using the comparative 2^−∆∆Ct^ method. All primers used in this study were designed with Premier Primer 5.0 (Premier Biosoft International, Palo Alto, CA, USA) and synthesized with Sangon (Sangon Biotech, Shanghai, China). Details on all primers used in this study are shown in Supplementary Table S1.

### 2.6. Polymorphisms in HEP21 and rs315156783 Associations with Reproductive Traits

Based on the sequence of *HEP21* (NCBI accession number: NM_204521.2) in Genbank, primers P1 to P5 were used to amplify *HEP21*. Twenty samples of genomic DNA from fifth-generation Ningdu Yellow chicken were used to identify variations in *HEP21* by direct sequencing. We analyzed sequences using DNASTAR (http://www.dnastar.com). Variations that occurred more than twice were regarded as mutations. The SNP rs315156783 was recognized by the restriction enzyme *Kpn I.* Primer P6 was used for subsequent association analyses of fifth-generation Ningdu Yellow chickens by polymerase chain reaction/restriction fragment length polymorphism (PCR-RFLP). All PCR products were digested by *Kpn I* (Femantas, Carlsbad, CA, USA) at 37 °C over 2 h and then loaded on 1.5% agarose gels for genotyping. Association analyses of rs315156783 and reproductive traits were conducted with SAS 9.0 (SAS Institute, Cary, NC, USA) with the following general linear model.

Y = μ+G+D+H+e

where *Y* represents the trait’s phenotypic value, *μ* represents the overall population mean, *G* represents the fixed effect of genotype, *D* represents the random effect of dam, H represents the fixed effect of hatch, and *e* represents the random residual.

## 3. Results

### 3.1. Assembly and Mapping Analyses of RNA-seq Reads

In this study, four libraries, P-F-O1, P-F-O2, L-F-O1, and L-F-O2, were constructed for RNA sequencing. 

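Ovaries of Ningdu Yellow chickens of an early and a late sexual maturity sub-breed were compared at 2 ages each. The ovaries at 32 days (P-F-O1) and 103 days (P-F-O2) are those of the early sub-breed, and those at 32 days (L-F-O1) and 153 days (L-F-O2) are of the late sub-breed; a comparison between the ages of one sub-breed is named by that sub-breed. P-F-O1 and L-F-O1 are pre-laying and P-F-O2 is laying. For L-F-O2, the methods and the legends of Figures 1 and 2 give pre-laying hens, whereas the note of Table 1 gives laying hens, and the sample labels are divided in the same way. Each library was an equal mix of RNA from 5 ovaries, so each condition had 1 library and no difference between conditions has a replicate check. The authors trimmed the reads with SeqPrep and Sickle, aligned them with TopHat to galGal4, calculated FPKM, and called differentially expressed genes with Cuffdiff by a fold change or a p-value criterion. They then tested these genes for gene ontology (GO) terms with Goatools and for Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways with KOBAS. The values used here are the 4 tables of these tests, one per comparison for GO and for KEGG, which list each term with its gene identifiers; they hold no value per library, so the depth of each library is the one in Table 1.

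The enrichment of every listed term was recalculated from these gene lists. For a GO term, the differentially expressed genes of a comparison (the study genes) were set against all genes of the GO analysis (the population) in a two-sided Fisher's exact test, and the odds ratio was given with its 95% confidence interval. The Bonferroni adjustment used the number of terms that the deposited adjusted values imply, 8380 in the early and 7832 in the late sub-breed. For a KEGG pathway, a one-sided hypergeometric test was used, as in KOBAS. In these tests the units are genes, which are not replicates, so each p-value describes the gene lists of these 4 libraries and not hens. In the table of GO terms for the late sub-breed, gene lists were broken across lines at 44 places, and each broken identifier was completed from the 1 intact identifier that matched it. Of Supplementary Table S2, 1968 rows of the early sub-breed were used, against the paper's 5083 differentially expressed genes, and none of the late sub-breed. Its values are given as the paper's.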

After sequencing, more than 8 million reads were obtained from each sample. As shown in Table 1, 8,967,278, 16,977,869, 10,388,655, and 18,324,325 reads were obtained from P-F-O1, P-F-O2, L-F-O1, and L-F-O2, respectively. After the removal of low-quality reads and adapters, between 8,332,975 and 14,950,291 clean reads were obtained from the four libraries (Table 1). Furthermore, the clean reads were aligned with the chicken reference genome. A total of 7,416,348 (89%), 11,056,434 (80%), 8,601,177 (89%), and 12,259,239 (82%) reads were mapped to the chicken genome. In total, 15,134 genes were detected in the four libraries, and 14,332, 14,653, 14,456, and 14,751 were identified in the libraries of P-F-O1, P-F-O2, L-F-O1, and L-F-O2, respectively (Figure 1). Of these genes, 13,443 were found in all four libraries, whereas 118, 143, 89, and 124 genes were detected only in P-F-O1, P-F-O2, L-F-O1, and L-F-O2, respectively (Figure 1).

### 3.2. Differential Gene Expression in Immature and Mature Chicken Ovaries

To analyze differential gene expression in P-F-O1 and P-F-O2 (P-F-O1 vs. P-F-O2) and in L-F-O1 and L-F-O2 (L-F-O1 vs. L-F-O2), we compared the expression profiles of each group using a Poisson distribution model. 

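The authors' deposited table of GO terms gives 5037 differentially expressed genes as the study genes of the early sub-breed, which is 28.1% of the 17934 genes of its population. The terms listed there name 3202 of them by identifier, or 63.6%, and only these can be followed from gene to gene. Of the genes of Supplementary Table S2 that were used, all marked as differentially expressed, 39 had a p-value of 0.05 or less in the paper's Cuffdiff test.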

The results showed that 5083 genes were differentially expressed in P-F-O1 vs. P-F-O2: 2895 were upregulated and 2188 were downregulated (|logFC| ≥ 1; Figure 2a). The full list of differentially expressed genes can be found in Supplementary Table S2. 

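In the authors' deposited table of GO terms for the late sub-breed, 4163 genes are the study genes, 23.2% of the same population. The listed terms name 2620 of these genes by identifier, or 62.9%.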

In the L-F-O1 vs. L-F-O2 comparison, 4201 genes were differentially expressed—2293 were upregulated and 1908 were downregulated (Figure 2b). Directionality analyses showed that there were more upregulated genes in both comparisons than downregulated genes. Of the differentially expressed genes, 3197 genes were found in both comparisons, whereas 966 and 1860 genes were detected exclusively in the L-F-O1 vs. L-F-O2 and P-F-O1 vs. P-F-O2 comparisons, respectively (Figure 2c).

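Among the genes named by identifier in the GO tables, 2037 were differentially expressed in both comparisons, 1165 in the early sub-breed alone and 583 in the late sub-breed alone. The shared genes were 63.6% (95% Wilson interval 61.9 to 65.3%, genes as units) of those of the early sub-breed and 77.7% of those of the late sub-breed. If the 2 lists had been drawn independently from the 11884 genes named in either table, 706 shared genes would have been found by chance. The odds ratio was 24.3 (95% confidence interval 21.7 to 27.1; two-sided Fisher's exact test, genes as units). With the genes of biological process terms alone, 1174 genes were shared and the odds ratio was 16.2. The lists name no direction of change, so a shared gene is not known to have changed the same way in both. The GO population of 17934 genes exceeds the 15134 that the paper detected. Genes detected in no library cannot be called, and any among the 11884 would raise the odds ratio. By the paper's read numbers, both older libraries were deeper and mapped a smaller share of reads. The overlap does not separate age from that difference.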

### 3.3. Validation of Differential Gene Expression in RNA Sequencing

To validate the differential gene expression in both comparisons of RNA sequencing, we randomly selected five genes with which to carry out qPCR using the same RNA samples used for sequencing. The five genes were *HEP21*, retinal pigment epithelium-derived rhodopsin homolog (*RRH*), inhibin subunit alpha (*INHA*), inhibin subunit beta A (*INHBA*), and prostaglandin-endoperoxide synthase 1 (*PTGS1*). The expression of the selected genes was in concordance with the results of sequencing in terms of the fold changes and the directions in each comparison (Figure 3). Two differentially expressed genes—bone morphogenetic protein 5 (*BMP5*) and bone morphogenetic protein 15 (*BMP15*)—from early sexual maturity and SRY-Box 14 (*SOX14*) from late sexual maturity were also chosen for qPCR to validate the results of sequencing, as these genes play crucial roles in ovary development and sex determination, respectively [13,14,15]. Results of qPCR showed that expression of *BMP5* and *BMP15* was in agreement with the results of RNA sequencing (Figure 3). Moreover, *BMP5* and *BMP15* were differentially expressed in both comparisons in our qPCR. However, the expression profile of *SOX14* differed from the results of RNA sequencing in its low endogenous expression (Figure 3).

To further investigate the role of differential gene expression in reproduction in chickens, we detected the expression of genes in ovaries of pre-laying and laying Baier Yellow hens. Results of qPCR showed that *HEP21*, *INHA*, *INHBA*, and *RRH* were markedly differentially expressed in the ovaries of pre-laying and laying hens, whereas *PGST1* was not differentially expressed (Figure 4). These results imply that *HEP21*, *INHA*, *INHBA*, and *RRH* might be indispensable to ovary development.

### 3.4. GO and KEGG Pathway Enrichment Analyses of Differential Gene Expression

To annotate the function of differentially expressed genes, we performed GO enrichment analyses (Bonferroni-adjusted *p* < 0.05). 

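From the gene numbers of each term, 101 GO terms passed the Bonferroni-adjusted threshold of 0.05 in the early sub-breed and 123 in the late sub-breed. Both comparisons shared 73 of them, in the same direction for every term, and 151 passed in at least 1 comparison. These terms comprised terms with more differentially expressed genes than in the population (enriched) and terms with fewer (depleted). In the early sub-breed, 54 terms were enriched and 47 depleted, and in the late sub-breed, 56 were enriched and 67 depleted. Of the 73 shared terms, 33 were enriched and 40 depleted. With Benjamini-Hochberg adjustment the numbers of terms past the threshold in the early sub-breed, in the late sub-breed and in both rose to 166, 182 and 125, which are all the listed terms, and with a one-sided test for enrichment they fell to 56, 57 and 34, since this test drops the depleted terms.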

A total of 151 GO terms were identified, including 101 in P-F-O1 vs. P-F-O2, 123 in L-F-O1 vs. L-F-O2, and 73 in both comparisons (Supplementary Table S3). The top 10 significantly enriched biological processes, cellular compounds, and molecular functions are shown in Figure 5. 

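In the authors' deposited table of each comparison, the 10 terms with the smallest p-value in biological process, cellular component and molecular function make 30 terms. Of these, 7 were depleted among the differentially expressed genes in the early sub-breed and 11 in the late sub-breed. When ranked by the exact test, 25 of the 30 terms were again among the 10 of their category in the early sub-breed and 21 of the 30 in the late sub-breed.

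By the exact test, the most significantly enriched term was extracellular region in the early sub-breed, with 185 of its 371 genes differentially expressed (odds ratio 2.61, 95% confidence interval 2.12 to 3.20; Bonferroni-adjusted p = 3.26e-15). In the late sub-breed it was extracellular region part, with 203 of 445 genes (odds ratio 2.87, 95% confidence interval 2.37 to 3.46; exact test, adjusted p = 5.71e-22). Extracellular matrix was also among the 5 most significantly enriched terms of both comparisons, with odds ratios of 3.19 and 3.36. Immune response, with 103 of 192 genes (odds ratio 3.00, exact test, adjusted p = 6.68e-10), was among the 5 in the early sub-breed. It was enriched in the late sub-breed as well (80 of 192 genes, exact test, unadjusted p = 1.28e-08). Of its genes, 33 were differentially expressed in the early sub-breed alone and 10 in the late sub-breed alone. No difference was detected (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.39). The most significantly depleted term of both comparisons was intracellular part, with 1495 and 1129 of its 6252 genes differentially expressed (odds ratios 0.722 and 0.628; exact test, adjusted p = 4.31e-16 and 6.10e-30). Mitochondrion had 145 and 100 of 906 genes (odds ratios 0.473 and 0.396). The other depleted terms among the first 5 of each comparison were organelle, membrane-bounded organelle and intracellular membrane-bounded organelle, with odds ratios from 0.638 to 0.748.

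**Figure D1:**
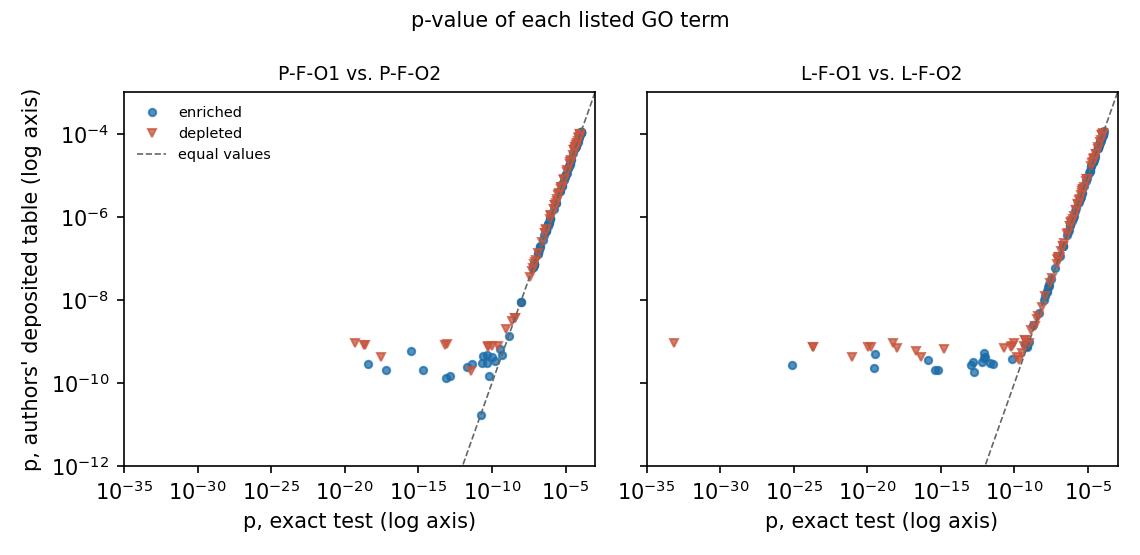
The p-value of each GO term in the authors' deposited table (y axis, log) against the two-sided exact test on the same gene numbers (x axis, log), for 166 terms in the early sub-breed (P-F-O1 vs. P-F-O2) as well as 182 in the late sub-breed (L-F-O1 vs. L-F-O2), with circles for enriched and triangles for depleted terms and a dashed line for equal values. Terms lie along the line down to about 1e-10, and of the terms with a smaller exact p-value (25 and 31), 1 and 0 have a deposited p-value below it.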

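Cell adhesion held 318 population genes, of which 134 were differentially expressed in the early sub-breed (odds ratio 1.89, Bonferroni-adjusted p = 0.000569, two-sided Fisher's exact test) and 133 in the late sub-breed (2.42, adjusted p = 8.40e-10). For developmental process, the broadest of these terms, 578 and 525 of 1733 genes were differentially expressed, with odds ratios of 1.32 (adjusted p = 0.00391) and 1.50 (adjusted p = 7.12e-09) by the exact test. Receptor activity had odds ratios of 1.71 and 1.93, from 307 and 281 of 780 genes. Transmembrane signaling receptor activity had odds ratios of 1.81 and 1.96, from 226 and 202 of 552 genes. Calcium ion binding had 199 and 182 of 489 genes, with odds ratios of 1.79 and 2.01. The adjusted p-values of these 3 molecular functions lay between 1.11e-12 and 1.13e-05. Structural constituent of cytoskeleton went the other way. Of its 126 genes, 5 were differentially expressed in the early sub-breed (odds ratio 0.105, 95% confidence interval 0.0429 to 0.257; exact test, adjusted p = 3.33e-08) and 4 in the late sub-breed (0.108, 0.0397 to 0.291; adjusted p = 3.55e-06), so the term was depleted in both. With only the genes under listed terms of the same category as the population, each of these terms kept its direction and its side of the threshold. The listed terms were themselves selected by small p-values, so this population is not independent of the results.

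**Figure D2:**
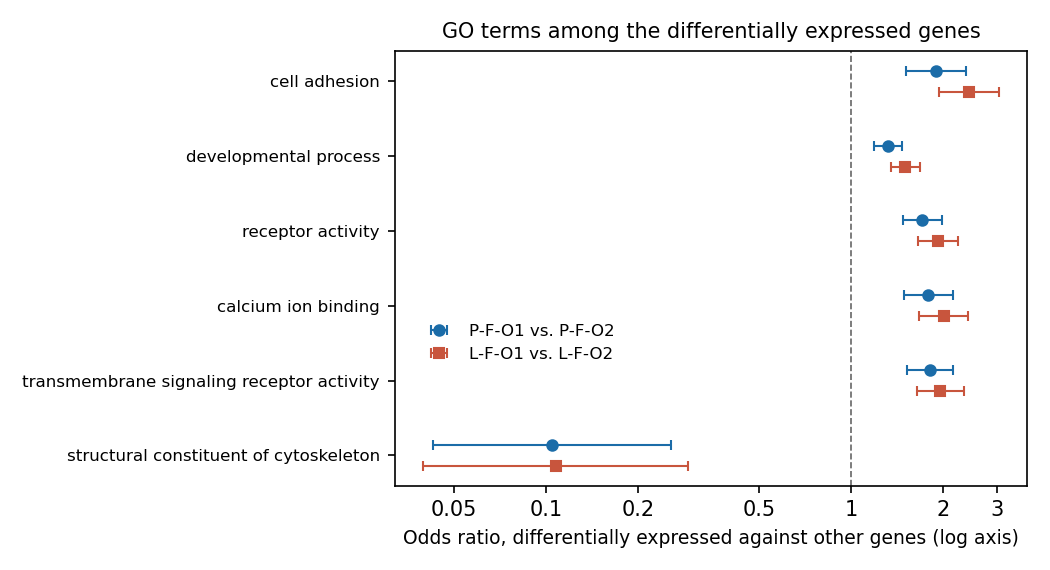
Odds ratio of 6 GO terms (x axis, log) among the differentially expressed genes in the early sub-breed (P-F-O1 vs. P-F-O2, circles) and in the late sub-breed (L-F-O1 vs. L-F-O2, squares); bars are 95% confidence intervals with genes as units, and the dashed line marks an odds ratio of 1. The intervals of 5 terms lie above 1 in both comparisons, and those of structural constituent of cytoskeleton lie below it.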

Differentially expressed genes were mainly enriched in cell adhesion, developmental processes, receptor activity, calcium ion binding, transmembrane signaling receptor activity, and structural constituents of the cytoskeleton, which are linked to cell progression, metabolism, immunity, signaling pathways, and signaling response.

To further investigate the biochemical pathways with the differentially expressed genes, we performed KEGG pathway analyses. There were nine and six pathways enriched with *p* < 0.05 in P-F-O1 vs. P-F-O2 and 123 in L-F-O1 vs. L-F-O2, respectively (Supplementary Table S4). 

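The authors' deposited tables list 69 KEGG pathways for the early sub-breed and 68 for the late sub-breed. Their p-values were met by 311 differentially expressed genes out of a background of 1038 genes in the early sub-breed and by 257 out of 1038 in the late sub-breed, totals found by searching whole numbers for backgrounds from 200 to 4000. These totals are 6.17% of the study genes in the GO analysis of each comparison, and the background is 5.79% of its population, so the pathway tests rest on few genes. With these totals, by the exact hypergeometric test, 9 pathways had p < 0.05 in the early sub-breed and 6 in the late sub-breed. After Benjamini-Hochberg adjustment over the 105 and 101 pathways that the deposited corrected values of the first 6 pathways imply, 1 and 0 pathways remained below 0.05. Pathways that are not listed were placed last in this adjustment, so the adjusted values of the exact test are upper bounds. They equal the deposited ones for the first 6 pathways of each comparison and lie above them for the other 63 and 62. The one pathway was ribosome, with all 11 of its 11 background genes differentially expressed in the early sub-breed (3.34 times the background share, p = 1.54e-06, adjusted p = 0.000162, one-sided exact hypergeometric test). By the exact test, the other pathways below 0.05 in the early sub-breed alone were influenza A (10 of 17 genes, p = 0.0119), tryptophan metabolism (4 of 5, p = 0.0303) and cytokine-cytokine receptor interaction (6 of 10, p = 0.0463). In the late sub-breed alone it was cardiac muscle contraction (5 of 7 genes, exact test, p = 0.0121).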

Further analyses revealed five pathways in both comparisons: the intestinal immune network for IgA production, neuroactive ligand–receptor interaction, herpes simplex infection, phagosome, and calcium signaling pathways (Figure 6). Moreover, a total of 28 differentially expressed genes, including genes related to ovary development, such as *GH* [16], *ITGB3* [17], and *TSHB* [18], were detected in the five pathways (Table 2). 

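Of the 7 background genes of the intestinal immune network for IgA production, 6 were differentially expressed in each comparison (one-sided exact hypergeometric test, p = 0.00365 in the early sub-breed and 0.00122 in the late sub-breed), 5 of them in both. Neuroactive ligand-receptor interaction had 16 and 14 of 30 genes (exact test, p = 0.00562 and 0.00670), with 11 in both. Herpes simplex infection and phagosome each had 13 and 11 of 24 genes (exact test, p = 0.0106 and 0.0187), with 11 and 10 genes in both. The calcium signaling pathway had 8 and 10 of 15 genes (exact test, p = 0.0484 and 0.000666), and all 8 were differentially expressed in the late sub-breed as well. By a two-sided Fisher's exact test, the p-value of this pathway in the early sub-breed was 0.0830, so its call there depended on the one-sided test. The share of background genes that were differentially expressed was 1.78 to 3.46 times the share in all KEGG background genes across these 5 pathways. After Benjamini-Hochberg adjustment none of the 5 was below 0.05 in either comparison; the smallest adjusted value among them was 0.0617, in the late sub-breed.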

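In the 5 pathways, 40 genes were differentially expressed in the early sub-breed and 35 in the late sub-breed, of which 29 were differentially expressed in both and 46 in at least 1. For 23 of the 29, Supplementary Table S2 pairs the identifier with a name. Among those that Table 2 lists are BLB1, MHCDMA (named DMA in Supplementary Table S2), ADORA1, GH (named GH1 there), CRHR1, ITGB3, CTSS, PTAFR, PIGR, HTR4, TNNC1, ATP2A3, C5, P2RX1 (named P2X1 there) and GRM4. The names that differ were matched through the synonyms of the GRCg7b annotation. In contrast, 4 genes of Table 2, MAP3K14, GABRB2, SRSF6 and NCF1, were in the gene lists of the early sub-breed, whereas in the late sub-breed they were among the population genes but not among the differentially expressed ones. Further genes of Table 2, TSHB among them, had no identifier paired with a name in the part of the table used here and were not analysed. When only the pathways with p < 0.01 by the exact test in both comparisons were counted, 16 genes were differentially expressed in both.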

Some genes that may be important to ovary development, that is, *PRL* [19] and *TGFB3* [20,21], were found in one of the two comparisons. These results indicate that the differentially expressed genes are mainly linked to cell metabolism, oocyte development, and signaling pathways.

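Over both comparisons, 77 GO terms were enriched and 74 depleted in at least 1, and 10 KEGG pathways had an unadjusted p below 0.05 in at least 1. From the GO and KEGG results, the paper concludes that the differentially expressed genes are mainly linked to cell metabolism, oocyte development and signaling pathways. Against a link to cell metabolism, catalytic activity and cellular metabolic process were depleted in both comparisons (two-sided Fisher's exact test, unadjusted p at most 3.20e-05). KEGG metabolic pathways had 0.828 and 0.759 times the background share. Some narrower terms, such as monooxygenase activity, were enriched. Progesterone-mediated oocyte maturation (4 and 2 of 10 genes) and oocyte meiosis (3 of 8 in each) were not among those 10 pathways and rest on few genes.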

### 3.5. Associations Between SNPs in HEP21 and Reproductive Traits in Chickens

The results from Figure 3 and Figure 4 and from a previous study [22] indicated that *HEP21* might play a crucial role in ovary development in chickens; as just a few studies had been published about *HEP21*, we selected it as our candidate gene. To screen for polymorphisms on *HEP21*, we designed five pairs of primers to amplify the gene sequence. After amplification and alignment of sequences, a total 23 mutations, that is, 22 SNPs and 1 indel, were identified in 2703 bp in the Ningdu Yellow chicken (Table 3). Of these variations, 11, 10, and 2 were located in the introns, flank region, and untranslated region (UTR) region of *HEP21*, respectively. It is interesting that no SNPs were found in the coding region, which indicates that *HEP21* is a relatively conserved gene.

We next found that the allele G of rs315156783 was recognized by restriction enzyme Kpn I but the allele A was not. Subsequently, genotypes AA and AG for rs315156783 were detected by PCR-RFLP with samples of genomic DNA from Ningdu Yellow chickens as a PCR template. The total amount of each genotype was counted; no genotype GG was identified. The frequency of genotypes AA and AG for rs315156783 is 0.283 and 0.717, respectively. Association analyses showed that rs315156783 was strongly associated with comb height at 84 days and comb height at 91 days (*p* < 0.05) but was not significantly associated with body weight at 77 days, body weight at 84 days, body weight at 91 days, comb height at 77 days, amount of eggs at 300 days, age at first egg, or weight of first egg (*p* > 0.05; Table 4). The mass of the comb is an important reproductive trait [23,24]. These results indicate that *HEP21* is a candidate gene related to chicken sexual maturity.

## 4. Discussion

The ovaries are key organs in the reproductive systems of chickens and play a decisive role in egg production and age at first egg. They can also secrete multiple kinds of hormones that exert important effects on the animal’s growth and development. In this study, to identify genes important to the sexual maturity of chicken, we investigated differences in transcriptome profiles in the ovaries of pre-laying and laying hens from two sub-breeds with different sexual maturity age using DGE RNA sequencing and identified genes involved in sexual maturity. We then detected genes differentially expressed in ovaries of pre-laying and laying hens of the same age. Finally, associations between SNPs in *HEP21* and reproductive traits were examined in a selected population of chickens.

After a long period of artificial selection, two sub-breeds of Ningdu Yellow chicken emerged. These two sub-breeds, with different body size, age of sexual maturity, and age of first egg provided an ideal model with which to research the chicken sexual maturity. In this study, these two sub-breeds of Ningdu Yellow chicken were used to investigate the crucial genes for sexual maturity.

A large number of differentially expressed genes were identified, and several GO terms and pathways were enriched in the present study. GO analyses showed that the differentially expressed genes were enriched in single-multicellular organisms, multicellular organisms, single organisms, and developmental processes associated with cell metabolism and tissue development. 

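Of the 1584 population genes of single-organism process, 588 were differentially expressed in the early sub-breed (odds ratio 1.58, 95% confidence interval 1.42 to 1.76; Bonferroni-adjusted p = 2.63e-12, two-sided Fisher's exact test) and 521 in the late sub-breed (1.71, 1.53 to 1.91; adjusted p = 2.55e-16). The 2 comparisons shared 403 of these genes. Single-multicellular organism process had 381 and 333 of 1017 genes, with odds ratios of 1.58 and 1.66 (exact test, adjusted p = 2.15e-07 and 7.04e-09) and 252 genes shared. Multicellular organismal process is nearly the same list, since all 1017 of those genes are among its 1020, and all 1017 are also in single-organism process. Of the genes of developmental process, 401 were differentially expressed in both comparisons and 702 in at least 1.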

Some key genes in these groups may play crucial roles in ovary development. 

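ELF3 (ENSGALG00000000616) and ADORA1 (ENSGALG00000000168) were differentially expressed in both comparisons. In each, ELF3 was among the differentially expressed genes of developmental process and of single-organism, single-multicellular organism and multicellular organismal process. ADORA1 was among those of the latter 3 terms. For the early sub-breed, the paper's values in Supplementary Table S2 are 2.63 FPKM in P-F-O1 and 9.84 in P-F-O2 for ELF3 (p = 0.345) and 0.636 and 4.50 FPKM for ADORA1 (p = 0.0795), so both genes were called by their fold change and not by a p-value below 0.05. In the coordinates of that table, on galGal4, ELF3 lies on chromosome 26 from 316906 to 320586 and ADORA1 on chromosome 26 from 974223 to 991244.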

Like ETS transcription factor 3 (*ELF3*), E74 is a prognostic marker of ovarian cancer and can suppress the proliferation of ovarian cancer cells [25]. Adenosine A1 receptor (*ADORA1*) plays a role in fertilization by blocking adenylyl cyclase, and genome-wide transcriptome analysis has shown that *ADORA1* is a candidate gene for sexual precocity in goats [26]. Signaling receptor activity, in which an extracellular signal is received and transmitted across a membrane by activating an associated protein, was another enriched molecular function. 

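Signaling receptor activity held 619 population genes. Of these, 245 were differentially expressed in the early sub-breed (odds ratio 1.71, 95% confidence interval 1.45 to 2.02; Bonferroni-adjusted p = 3.05e-06, two-sided Fisher's exact test) and 224 in the late sub-breed (1.93, 1.63 to 2.28; adjusted p = 1.21e-09). Both comparisons shared 164 of them, and 305 were differentially expressed in at least 1.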

A total of 619 differentially expressed genes were enriched in signaling receptor activity. Of these genes, corticotropin releasing hormone receptor 1 (*CRHR1*), platelet activating factor receptor (*PTAFR*), and 5-hydroxytryptamine receptor 4 (*HTR4*) are all highly expressed in ovaries, are involved in proliferation and apoptosis of ovarian cells, and play important roles in the development of the ovaries [27,28,29,30].

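CRHR1 (ENSGALG00000000371), PTAFR (ENSGALG00000000783) and HTR4 (ENSGALG00000001383) were among the differentially expressed genes of signaling receptor activity in both comparisons. The paper's values in Supplementary Table S2 give CRHR1 at 3.12 FPKM in P-F-O1 and 0.884 in P-F-O2 (p = 0.315), PTAFR at 1.51 and 7.11 FPKM (p = 0.198) and HTR4 at 5.61 and 1.01 FPKM (p = 0.731). CRHR1 and HTR4 were thus lower and PTAFR was higher in the laying ovaries of the early sub-breed. That table places HTR4 in one locus with IL-12B, on chromosome 13 of galGal4 from 7793323 to 8085956, and how reads were divided between these 2 genes is not known.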

Results of the KEGG enrichment analyses showed that five pathways were significantly enriched in both comparisons: the intestinal immune network for IgA production, neuroactive ligand–receptor interaction, herpes simplex infection, phagosome, and calcium signaling pathways. The neuroactive ligand–receptor interaction and calcium signaling pathways are related to signaling molecules and interaction and signal transduction, respectively. 

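GH, listed as GH1 (ENSGALG00000000249), was among the differentially expressed genes of neuroactive ligand-receptor interaction in both comparisons, and of 17 listed GO terms in the early sub-breed and 22 in the late sub-breed. In Supplementary Table S2 the paper's values for P-F-O1 and P-F-O2 are 2.07 and 692.5 FPKM, a log2 fold change of 8.39 (p = 1.16e-05, q = 0.00203). It is the only gene of that table used here with a q-value of 0.05 or less in the paper, from 1 library per age. The gene lies on chromosome 27 of galGal4 from 1522165 to 1526523.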

GH and TSHB, which are important genes for growth and reproduction in poultry [31,32,33,34,35], are members of the neuroactive ligand–receptor interaction pathway. The intestinal immune network for the IgA production pathway is attached to the immune system. It is interesting that many interleukin members were differentially expressed in both comparisons. Both the hypothalamic–pituitary–gonad axis and immune system are complex and essential for the lives of animals, and more research is needed on system resources are balanced between reproduction and immunity [36].

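Supplementary Table S2, in the part used here, names 13 interleukins and interleukin receptor genes as differentially expressed in the early sub-breed. By their identifiers, 9 of these were also among the differentially expressed genes of the late sub-breed, namely IL4, IL9, IL-12B, IL12A, IL19, IL2RG, IL9R, IL11RA and IL17RD. The other 4, IL16, IL18, IL1RAP and IL2RA, were in its population but not among its differentially expressed genes. The paper's p-values for these 13 genes in the early sub-breed lay between 0.0964 and 0.842. The lowest was that of IL19, with paper's counts of 1.696 in P-F-O1 and 0 in P-F-O2. Its log2 fold change of 1.345 there is opposite in sign to the fall in FPKM from 0.743 to 0. IL-12B, in one locus with HTR4, had counts of 22.9 and 0.586. These calls thus rest on very few fragments in at least 1 library.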

Of the differentially expressed genes, bone morphogenetic protein 2 (*BMP2*), bone morphogenetic protein 3 (*BMP3*), and BMP binding endothelial regulator (*BMPER*) were identified in both comparisons; *BMP5* and *BMP15* were detected in P-F-O1 vs. P-F-O2 only (Supplementary Table S2). 

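BMP2 (ENSGALG00000008830) was among the differentially expressed genes of 19 listed GO terms in the early sub-breed and 29 in the late sub-breed, including developmental process in both. BMP15 (ENSGALG00000004742) was differentially expressed under 6 terms in the early sub-breed, and in the late sub-breed it was in the population of 9 terms without being differentially expressed in any. For P-F-O1 and P-F-O2 the paper's values are 19.5 and 9.29 FPKM for BMP2 (p = 0.596) and 30.7 and 10.2 FPKM for BMP15 (p = 0.325). On galGal4, BMP2 lies on chromosome 3 from 16010635 to 16013578 and BMP15 on chromosome 4 from 1832439 to 1835869. No identifier was paired with BMP3, BMPER or BMP5 in the part of the table used here.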

The bone morphogenetic protein system plays a crucial role in ovary development and the regulation of ovarian function [37]. Bone morphogenetic protein 6 (*BMP6*), a regulator associated with the formation and secretion of steroid hormones, can interact with melatonin [38,39]. Moreover, BMP2 and BMP15 are involved in the growth and differentiation of oocytes [40,41]. In this study, *BMP5* and *BMP15* were differentially expressed in P-F-O1 vs. P-F-O2 in the RNA-seq data but were significantly differentially expressed in both comparisons in qPCR validation. The results suggest that *BMP5* and *BMP15* might have strong effects on puberty and reproduction in chickens. INHA and INHBA have been implicated in regulating cell proliferation and hormone secretion and have been identified as candidate genes for abnormal ovarian development in female humans [42,43,44]. The proteins encoded by *INHA* and *INHBA* have indispensable functional roles in the recruitment and ordered progression of follicles in avian ovary development [45,46]. Our RNA-seq data showed that these two genes were significantly differentially expressed in the ovaries of pre-laying and laying hens, which implies that they might affect the precocity of chickens.

HEP21, a member of the uPAR/Ly6 protein superfamily, was first identified in 2003 and secreted into egg white [47]. HEP21 is mainly expressed in chicken oviducts and is affected by molting behavior [22]. The function of HEP21 is poorly understood. RNA-seq data and the results of qPCR in this study showed that *HEP21* was significantly differentially expressed in pre-pubertal and pubertal ovaries, which suggests that *HEP21* might play a crucial role in ovary development and the onset of puberty in chickens. 

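HEP21 (ENSGALG00000000115), on chromosome 16 of galGal4 from 147437 to 148529, was in none of the 485 gene lists of the GO and KEGG tables. In Supplementary Table S2, the paper's values for P-F-O1 and P-F-O2 are 0.615 and 0.212 FPKM, a log2 fold change of -1.53 (p = 0.483, q = 1). The counts of that table are whole multiples of 1 step per library for 97.4% of the genes used here in P-F-O1 and 99.5% in P-F-O2. By these steps, HEP21 rests on 2 fragments in P-F-O1 and 1 in P-F-O2. An exact binomial test of these fragments, two-sided and relative to the libraries' steps, gave p = 0.571, and 3 fragments allow no p below 0.0682. At this depth a difference between the 2 libraries was not detectable. From the RNA-seq and qPCR results together, the paper proposes a role of HEP21 in ovary development and the onset of puberty; qPCR values were not analysed here.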

Association analyses of SNPs in *HEP21* and reproductive traits showed that rs315156783 was significantly related to comb height at 84 and 91 days. Comb mass, which is an important reproductive trait, is a secondary sexual characteristic of chicken and associated with sexual maturity and reproduction in chickens [24]. rs315156783 may link to sexual maturity and reproduction in chickens through its association with comb height.

## 5. Conclusions

Collectively, these results provide a comprehensive transcriptome analysis of the ovaries of pre-laying and laying hens. *HEP21*, *INHA*, *INHBA*, *RRH*, *BMP5*, *BMP15, GH*, *ITGB3*, *TSHB*, and *TGFB3* may play important roles in sexual maturity in chickens. Association analyses demonstrated that *HEP21* is a candidate gene for sexual maturity. Our results contribute to a more comprehensive understanding of sexual maturity and reproduction in chickens.

## Figures and Tables

**Figure 1:**
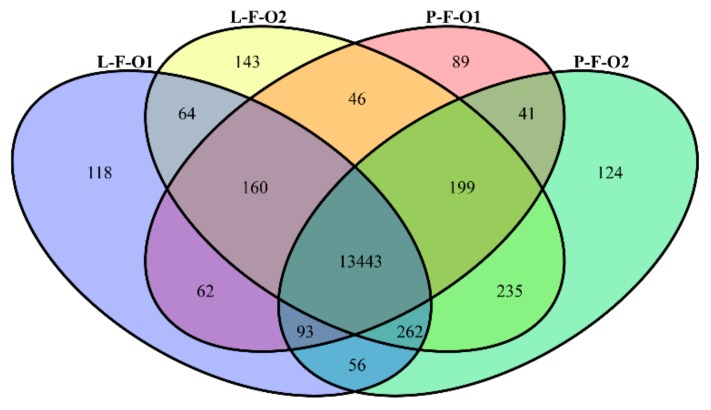
Numbers of expressed genes. Genes expressed in four groups. P-F-O1, P-F-O2, L-F-O1, and L-F-O2 denote 32 day old early-sexual-maturity pre-laying hens, 103 day old early-sexual-maturity laying hens, 32 day old late-sexual-maturity pre-laying hens, and 153 day old late-sexual-maturity pre-laying hens, respectively.

**Figure 2:**
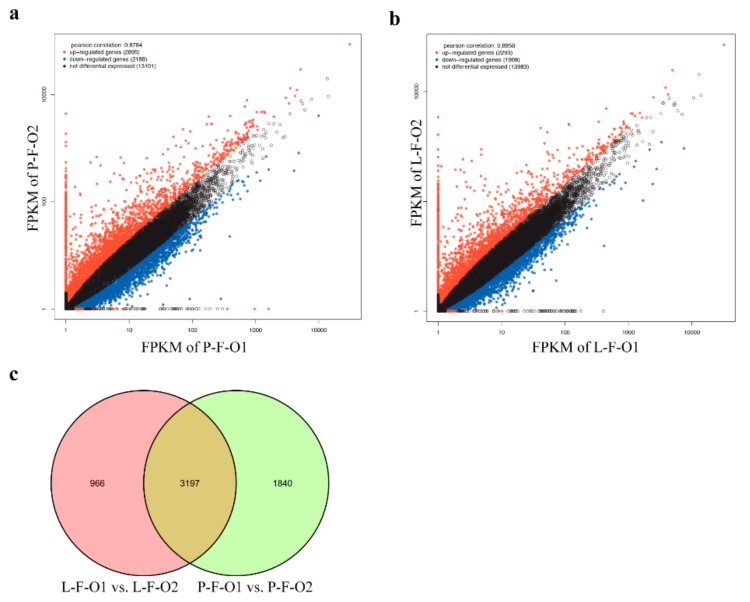
Two comparisons of differentially expressed genes. (**a**,**b**) Gene expression of P-F-O1/P-F-O2 and L-F-O1/L-F-O2. (**c**) Differentially expressed genes in comparisons of P-F-O1 vs. P-F-O2 and L-F-O1 vs. L-F-O2. P-F-O1, 32 day old early-sexual-maturity pre-laying hens; P-F-O2, 103 day old early-sexual-maturity laying hens; L-F-O1, 32 day old late-sexual-maturity pre-laying hens; L-F-O2, 153 day old late-sexual-maturity pre-laying hens.

**Figure 3:**
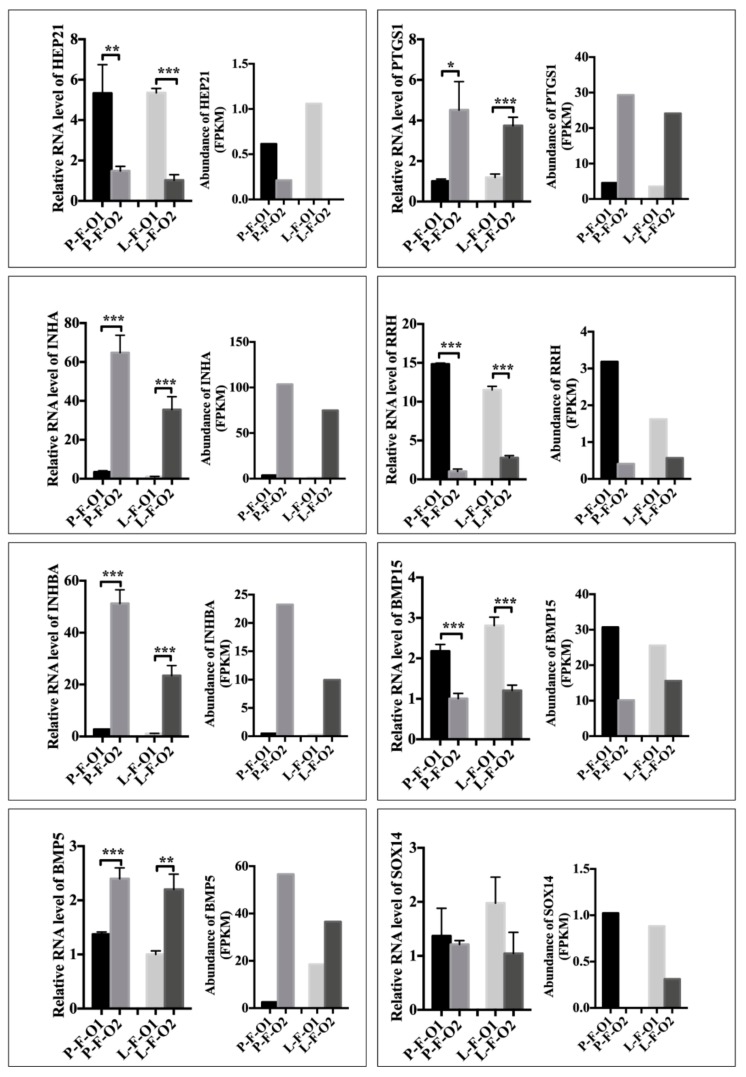
qRT-PCR validation of differentially expressed genes in RNA-seq. Each sample was examined in triplicate in qRT-PCR. Values represent means ± SEM based on qRT-PCR data. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001. In RNA-seq data panels, values denote fragments per kilobase of transcript per million mapped reads of each gene.

**Figure 4:**
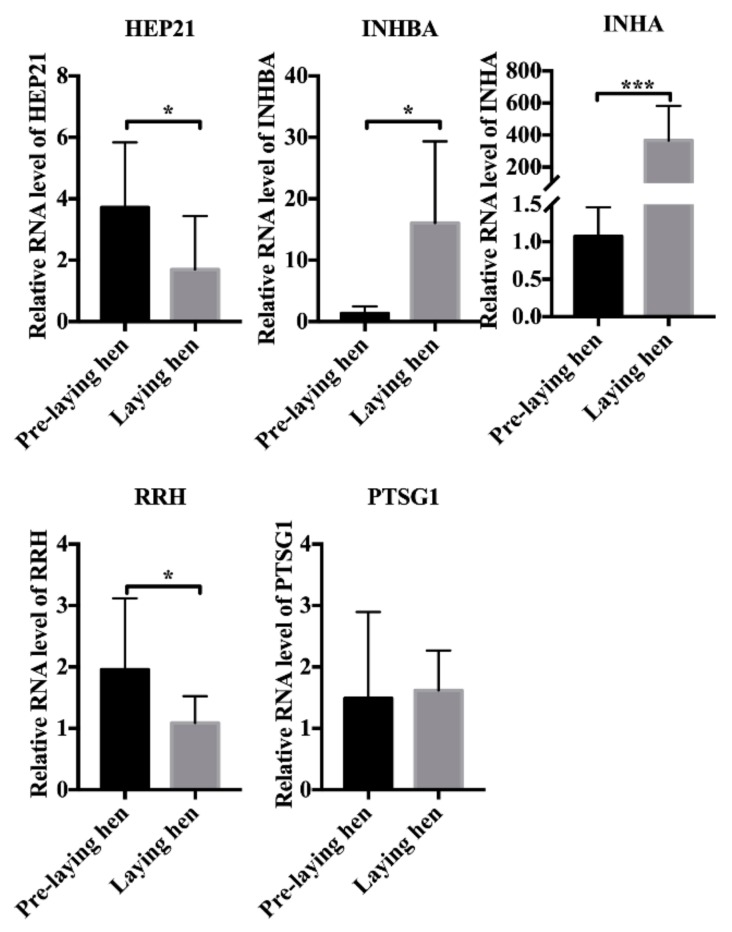
Differential gene expression in Baier Yellow chickens. cDNA from six chickens in each group was used as a template for qRT-PCR. Each sample was examined in triplicate. Values represent means ± SEM based on qRT-PCR data. * *p* < 0.05; *** *p* < 0.001.

**Figure 5:**
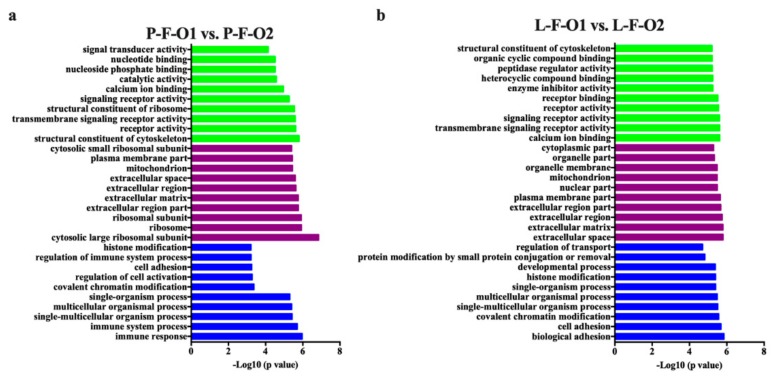
Gene ontology (GO) enrichment analyses of differentially expressed genes. (**a**,**b**) Top 10 enriched biological processes, cellular compounds, and molecular functions in P-F-O1 vs. P-F-O2 and L-F-O1 vs. L-F-O2. Biological process terms are in blue, cellular compound terms are in purple, and molecular function terms are in green. The Y axes represent GO terms, and the X axes represent −log *p* value.

**Figure 6:**
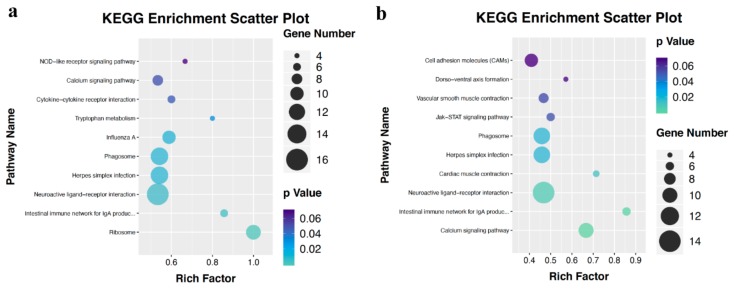
Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses of differentially expressed genes. (**a**,**b**) Top 10 enriched KEGG pathway in P-F-O1 vs. P-F-O2 and L-F-O1 vs. L-F-O2. The Y axes represent the name of pathway, the X axes represent richness factor (differentially expressed genes enriched in this pathway/total genes in this pathway).

**Table 1:** Data generated from digital gene expression (DGE) RNA sequencing.

Sample	Total Number of Raw Reads	Total Number of Clean Reads	Total Residues (bp)	Total Mapped Reads	Percentage of Mapped Reads
P-F-O1	8,967,278	8,332,975	413,314,923	7,416,348	89%
P-F-O2	16,977,869	13,820,543	669,009,159	11,056,434	80%
L-F-O1	10,388,655	9,664,244	479,417,236	8,601,177	89%
L-F-O2	18,324,325	14,950,291	724,670,213	12,259,239	82%

Note: P-F-O1 represents ovary of early-sexual-maturity pre-laying hens; P-F-O2 represents ovary of early-sexual-maturity laying hens; L-F-O1 represents ovary of late-sexual-maturity pre-laying hens; L-F-O2 represents ovary of late-sexual-maturity laying hens.

**Table 2:** Differentially expressed genes enriched in the five pathways from P-F-O1 vs. P-F-O2 and L-F-O1 vs. L-F-O2.

Gene	Description	Gene	Description
*MHCDMA*	major histocompatibility complex, class II, DM alpha	*ADRA1B*	adrenoceptor alpha 1B
*MAP3K14*	mitogen-activated protein kinase kinase kinase 14	*AVPR1B*	arginine vasopressin receptor 1B
*BLB1*	Major histocompatibility complex class II beta chain BLB1	*TSHB*	thyroid stimulating hormone beta
*PIGR*	polymeric immunoglobulin receptor	*GABRA1*	gamma-aminobutyric acid type A receptor alpha1 subunit
*IL10*	interleukin 10	*PTAFR*	platelet activating factor receptor
*HTR4*	5-hydroxytryptamine receptor 4	*C5*	complement component 5
*ADORA1*	adenosine A1 receptor	*SRSF6*	serine and arginine rich splicing factor 6
*P2RX1*	purinergic receptor P2X 1	*ITGB3*	integrin subunit beta 3
*GH*	growth hormone	*ATP6V1G3*	ATPase H+ transporting V1 subunit G3
*CRHR1*	corticotropin releasing hormone receptor 1	*NCF1*	neutrophil cytosolic factor 1C pseudogene
*GRM4*	glutamate receptor, metabotropic 4	*CTSS*	cathepsin S
*GALR2*	galanin receptor 2	*SFTPA2*	surfactant protein A2
*ADORA3*	adenosine A3 receptor	*ATP2A3*	ATPase sarcoplasmic/endoplasmic reticulum Ca2+ transporting 3
*GABRB2*	gamma-aminobutyric acid type A receptor beta2 subunit	*TNNC1*	troponin C1, slow skeletal and cardiac type

**Table 3:** Mutations detected in *HEP21* gene from Ningdu Yellow chicken.

dbSNP rs id	Allele	Position on Chromosome 16	Variation Type	Region
rs315385113	CT	2494834	SNP	5’flank region
rs15787981	A→G	2494758	SNP	5’flank region
rs15787979	A→T	2494734	SNP	5’flank region
rs316912785	A→G	2494703	SNP	5’flank region
rs15787975	A→G	2494430	SNP	5’flank region
rs15787973	A→G	2494412	SNP	5’flank region
rs740811206	A→G	2494379	SNP	5’flank region
rs741766790	C→T	2494134	SNP	5’UTR
rs315616343	A→T	2494021	SNP	Intron1
rs317564949	C→T	2493983	SNP	Intron1
rs731677543	A→G	2493976	SNP	Intron1
rs314122647	C→T	2493760	SNP	Intron1
rs733275244	A→G	2493537	SNP	Intron2
rs317970605	C→T	2493510	SNP	Intron2
rs314173365	A→G	2493499	SNP	Intron2
rs313113635	C→G	2493260	SNP	Intron3
rs315156783	A→G	2493169	SNP	Intron3
rs316109464	A→G	2493165	SNP	Intron3
rs1058822254	A/-	2493123	Indel	Intron3
rs15026706	A→C	2492682	SNP	3’ UTR
rs1058676726	C→G	2492656	SNP	3’flank region
rs314965744	C→T	2492411	SNP	3’flank region
rs317030330	C→G	2492131	SNP	3’flank region

**Table 4:** Associations between rs315156783 and chicken reproductive traits.

Traits	*p*-Value	Genotype/Number	
		AA (n = 360)	AG (n = 912)
BW77	0.6489	834.22 ± 3.21	835.94 ± 2.02
CH77	0.1556	20.82 ± 0.28	21.28 ± 0.17
BW84	0.3181	892.12 ± 4.03	896.89 ± 255
CH84	0.0365	24.10 ± 0.29 *	24.82 ± 0.19 *
BW91	0.5520	935.69 ± 4.43	938.79 ± 2.77
CH91	0.0299	26.20 ± 0.30 *	26.97 ± 0.19 *
EA300	0.1201	95.52 ± 1.30	93.13 ± 0.82
AFE	0.0822	122.46 ± 0.850	124.21 ± 0.53
WFE	0.1034	27.65 ± 0.25	28.14 ± 0.16

Note 2: BW77, BW84, and BW91 represent body weight at 77, 84, and 91 days; CH77, CH84, and CH91 represent comb height at 77, 84, and 91 days; EA300 represents the egg amount of the hen at 300 days; AFE represents the age at first egg; WFE represents the weight of first egg. * *p* < 0.05.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-2615/10/2/181/s1, Table S1: Primer information, Table S2: List of all genes, Table S3: List of all GO terms enriched, Table S4: Significantly enriched KEGG pathways.

# Supplementary material for: Gene Expression Profiling in Ovaries and Association Analyses Reveal HEP21 as a Candidate Gene for Sexual Maturity in Chickens
**Source:** Animals (Basel). 2020 Jan 21;10(2):181. doi: 10.3390/ani10020181
**Supplement:** Supplementary file 1

| Primer name | Sequence (5’-3’) | Tm (°C) | Product size (bp) | Application |
| --- | --- | --- | --- | --- |
| *BMP5* | F:GGATTATTGCACCAGAGGGCTATG | 60 | 181 | qPCR for BMP5 |
|  | R:AGCACGGAGATGGCATTCAG |  |  |  |
| *BMP15* | F:TCGCAGTCTGAGCACCAACAC | 60 | 150 | qPCR for BMP15 |
|  | R:TAGGCCACGGTGACACGGAGAAG |  |  |  |
| *INHA* | F:CCCAAAAGGATGTGAGGAGG | 60 | 185 | qPCR for INHA |
|  | R:CGAGGGCTGGAAGAGGTAAGTG |  |  |  |
| *INHBA* | F:GTGGGAGATGATGGCTATGTGG | 60 | 262 | qPCR for INHBA |
|  | R:GCTGCCGCTGCTGTTGAAAC |  |  |  |
| *PTGS1* | F:GGCTGTTGGAGTCATTGAGGAGTC | 60 | 207 | qPCR for PTGS1 |
|  | R:CCGTTGGGTTGGGGTTTCTC |  |  |  |
| *RRH* | F:CCTTGCATGGAAGCTGGAAGTTTGG | 60 | 173 | qPCR for RRH |
|  | R:GAGCGGCATAGTTACGGGTAGTC |  |  |  |
| *HEP21* | F:TGTGCGTTGGAGTGGTGAAGC | 60 | 225 | qPCR for HEP21 |
|  | R:CGGGATGTCAAACGGGATTC |  |  |  |
| *SOX14* | F:CGCAAGATGGCCCAGGAGAAC | 60 | 230 | qPCR for SOX14 |
|  | R:CCAGGTAAGGCAAAGGGAAGAC |  |  |  |
| *β-actin* | F: CTCCCCCATGCCATCCTCCGTCTG | 52-65 | 179 | qPCR for β-actin |
|  | R: GCTGTGGCCATCTCCTGCTC |  |  |  |
| P1 | F:AGCCCAGAACCCGATGATGAAG | 62 | 1049 | Amplification of partial sequence of *HEP21* |
|  | R:GGCAAACACAGCACGGAGAG |  |  |  |
| P2 | F:CAGCCCAAGAACAGCCTCATAAC | 56 | 925 |  |
|  | R:AGCCCTCGTTAACTCACCCACTC |  |  |  |
| P3 | F:CTGTGCGTTGGAGTGGGTGAG | 56 | 718 |  |
|  | R:CGGGATGTCAAACGGGATTC |  |  |  |
| P4 | F:TCCCGGTATTTCCTGCTGCGAGAC | 62 | 984 |  |
|  | R:CCCCAATCACACCTTTACTGCAG |  |  |  |
| P5 | F:ACGGGAGCTTGGATTTGCATTGG | 58 | 439 |  |
|  | R:ACCGCTCTCCGCTCTGCTCT |  |  |  |
| P6 | F:TGCGAGCGGAGGGAGAGATGT | 58 | 373 | Amplification of partial sequence of HEP21 which containing A+550G |
|  | R:CGGATGTCAAACGGGATTC |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

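Ovary RNA of Ningdu Yellow chickens was compared between 2 ages in a sub-breed with early sexual maturity (P-F-O1, 32 days, and P-F-O2, 103 days) and in one with late sexual maturity (L-F-O1, 32 days, and L-F-O2, 153 days). Each of the 4 libraries was a mix of RNA from 5 ovaries, and each condition had 1 library. The 4 libraries were taken as the paper and the sample labels name them; whether L-F-O2 was laying is stated differently within each of these sources, so only its name and age were used.

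The authors trimmed the reads (SeqPrep, Sickle), aligned them to galGal4 (TopHat), calculated FPKM per gene and called differentially expressed genes between 2 libraries with Cuffdiff, by a fold change or a p-value criterion. The deposited tables hold the results of 2 further steps by the authors. The GO tables (Goatools) give, for each term with a Bonferroni-adjusted p-value below 1, the ratio of its genes among the differentially expressed genes and among the population, the identifiers of these genes, and the p-value and its adjustments. The KEGG tables (KOBAS) give, for each pathway, the count of differentially expressed genes and of background genes, identifiers, and the deposited p-value and corrected p-value. The tables hold no value per library, so no normalization, low-count filter or depth could be examined, and the depth is the one the paper's Table 1 gives. The counts, FPKM, log2 fold changes and q-values quoted from Supplementary Table S2 are the authors' values, given as the paper's. The part of that table used here holds 1968 rows with 1947 distinct identifiers, all marked as differentially expressed, against the paper's 5083 genes; no overlap or set test was run on it.

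Gene lists broken across lines in the GO table of the late sub-breed were rejoined at 44 places. At each, 1 character of an identifier was missing, and all 44 were completed from exactly 1 intact identifier with the same characters and sorting between its neighbours. After this the length of each list equalled the deposited number of genes for every term.

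For each of the 348 listed GO terms, a two-sided Fisher's exact test and the odds ratio with a 95% interval (normal approximation on the log odds ratio) were calculated from the gene numbers. It had been planned to adjust over the terms of each table, but the tables list only terms with small p-values, so that adjustment would have passed every listed term. The number of tests was instead taken from the deposited values, as the middle of the range of whole numbers that fit them (8379 to 8382 in the early sub-breed and 7830 to 7834 in the late sub-breed). This choice was made after the tables were seen. For each of the 137 listed KEGG pathways, a one-sided hypergeometric test was calculated. The tables do not print the totals of this test, so they were found as the whole numbers that met the deposited p-values of all pathways, among backgrounds from 200 to 4000 genes; the largest difference on a log10 scale was 1.01e-11 in the early sub-breed and 2.53e-07 in the late sub-breed. Genes differentially expressed in both comparisons were counted over the identifiers of the GO lists. The comparisons were tested against each other by a two-sided Fisher's exact test of the genes differentially expressed in one comparison alone, for each term with at least 20 population genes, with Benjamini-Hochberg adjustment. In all these tests genes are the units; they are not replicates, and intervals cover the gene lists of these libraries alone.

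The genes and terms named in the text follow a rule fixed before the deposited tables were examined, but after parts of the paper's Supplementary Tables S3 and S4, which give the same GO and KEGG results, had been read: every gene the paper names whose identifier a table pairs with a name (25 of 43, of which 1 is not reported here), every GO term the paper names, the 5 enriched and 5 depleted terms with the smallest p-values in each comparison, every KEGG pathway with a deposited p-value below 0.05, and the 5 terms with the smallest p-value in the test between comparisons. Ribosome and translation terms and the interleukins beyond this rule were chosen after their values were seen. Names came from Supplementary Table S2, and synonyms from an annotation of GRCg7b, which matched 0 of the identifiers directly and from which no coordinates were taken.

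The alternatives, fixed at the same time as this rule, were another population (only genes annotated under listed terms of the same category), other adjustments, an absolute tolerance in the two-sided test, a one-sided test, filters on term size and on identical gene lists, stricter thresholds, the totals of the GO analysis for KEGG, and single categories of GO terms. When they were fixed, the tolerance had already been tried on the strongest terms of Supplementary Table S3, and approximate KEGG totals had been found from Supplementary Table S4, so neither is independent of the values. The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Before use, the tests were tried on simulated data. Of 200 simulated GO terms with a planted odds ratio of 2 or 0.5, 166 were called in the planted direction. Of 200 with none, 0 were called, and 96% of the 95% intervals over the 400 terms held the planted value. Small terms were left out of this simulation, and its adjustment covered 400 terms and not 8380 or 7832. The recovery can therefore overstate that at the threshold used. The test between comparisons called 50 of 50 terms with a planted 4-fold difference in gene share and 1 of 150 without. Smaller differences were not tried. The search for the KEGG totals recovered both planted totals from 60 pathways. Of 1000 identifiers damaged on purpose, 890 were completed correctly and 0 wrongly, the others being left open.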

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

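The terms below were tested for a difference between the comparisons. The tests of an explanation were set before their own results were seen, except the restriction to genes in the population lists of both tables and that to identifier numbers of 3000 and above, which were chosen after seeing the data; developmental process is a term the paper names, and ribosome was singled out after its values were seen.

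Among 218 GO terms, 12 differed between the 1165 genes differentially expressed in the early sub-breed alone and the 583 in the late sub-breed alone (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p below 0.05). In 11 of them the genes of the early sub-breed were over-represented. Intracellular part had 583 genes in the early sub-breed alone and 217 in the late sub-breed alone (odds ratio 1.69, exact test, adjusted p = 9.66e-05). Cytoplasmic part had 298 and 90 (1.88, exact test, adjusted p = 0.000107), cell part 747 and 309 (1.58, adjusted p = 0.000591), intracellular organelle part 230 and 71 (1.77, adjusted p = 0.00380) and nuclear part 91 and 19 (2.52, adjusted p = 0.00643). Developmental process went the other way, with 177 and 124 genes (odds ratio 0.663, exact test, adjusted p = 0.0356). The first 5 terms had odds ratios below 1 in both comparisons, from 0.622 to 0.820 in the early sub-breed against 0.491 to 0.724 in the late sub-breed, and each was nearer to 1 in the former.

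A technical explanation is that the tables name different genes: a gene whose terms pass only in 1 table is named only there. When the test was limited to genes in the population lists of both tables, 8 terms had an adjusted p below 0.05, of which 5 were among the 12. In 4 of the 8 the odds ratio was above 1 and in 4 below, so the predominance of the early sub-breed among the terms was not seen with this limit. The 3 terms that passed only with it were receptor activity, cellular developmental process and anatomical structure morphogenesis, with odds ratios of 0.585, 0.559 and 0.541. Intracellular part, cytoplasmic part, intracellular organelle part, nuclear part and developmental process stayed below 0.05, with adjusted values from 0.00993 to 0.0369, and cell part did not (0.101). For cell part, the naming of different genes therefore may contribute, and for the other 5 terms it is not the whole cause. A difference between single pooled libraries that is not tied to sexual maturity cannot be told apart from one that is, since each condition had 1 library. The sub-breed, the age of the older hens (103 and 153 days) and their laying state are confounded, and a biological difference between the sub-breeds stays open as an untested explanation.

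The ribosome term had 26 genes in the early sub-breed alone and 2 in the late sub-breed alone (odds ratio 6.63, exact test, adjusted p = 0.0356). Limited to the genes in the population lists of both tables, its adjusted p was 0.0675. Translation, which was also chosen after its values were seen, had 27 and 2 genes (6.89, exact test, adjusted p = 0.0290; 0.0539 with the limit). In the KEGG tests, ribosome was below the adjusted threshold in the early sub-breed alone (5 of 11 genes in the late sub-breed, unadjusted p = 0.110, exact test), so it was asked whether this difference could come from the small gene subset of the KEGG analysis. Over all named genes, the GO term structural constituent of ribosome had 24 and 2 genes (odds ratio 6.11, exact test, p = 0.00313, adjusted p = 0.0524). Among genes with Ensembl identifier numbers of 3000 and above, it had 14 of 990 genes in the early sub-breed alone and 1 of 510 in the late sub-breed alone, none of these in a KEGG table (odds ratio 7.30, two-sided Fisher's exact test, unadjusted p = 0.0264; 0.0475 with the limit to both population lists). The same direction was thus seen in genes outside the KEGG tables. This rests on 14 against 1 genes, an unadjusted test and a limit on identifier numbers chosen after seeing the data. Whether the small gene subset is the whole cause is therefore not decided. Some ribosomal terms, chosen after their values were seen, were enriched in the late sub-breed as well. Ribosomal subunit had 51 and 36 of 73 genes in the 2 comparisons (odds ratios 5.99 and 3.24, exact test, Bonferroni-adjusted p = 1.20e-09 and 0.00841) and cytosolic small ribosomal subunit 19 and 15 of 20 (48.8 and 9.96, adjusted p = 3.99e-06 and 0.0108). Structural constituent of ribosome had 74 and 52 of 137 (3.04 and 2.04, exact test, adjusted p = 1.46e-06 and 0.769). A difference between single libraries that is not tied to sexual maturity cannot be told apart from one that is, with 1 library per condition, and a biological difference stays open as an untested explanation. In the rows of Supplementary Table S2 used here, all 31 ribosomal protein genes were higher in P-F-O2 in the paper's values, with p-values from 0.104 to 0.741; rows not called as differentially expressed were not among them.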

How the results depend on the processing

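No paired analysis was possible because each condition had 1 library and the tables hold no value per library. Except where stated, the alternatives were set before the deposited tables were examined, but parts of the same GO and KEGG results had been read in the Supplementary Tables.

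For the numbers of GO terms past the threshold (101, 123 and 73), the population of GO-annotated genes, the Holm adjustment, the tolerance of 1e-10, counting identical lists once and a threshold of 0.01 gave 79 to 104 terms in the early sub-breed, 98 to 123 in the late sub-breed and 56 to 78 in both. The GO-annotated population holds only genes under listed terms of the same category. With it, 97, 117 and all 73 of the terms were the same. Benjamini-Hochberg adjustment passed 166 terms in the early sub-breed and 125 in both, and 182 in the late sub-breed. These are all the listed terms, so the counts are lower bounds. A one-sided test for enrichment gave 56, 57 and 34 terms, because by construction it drops the depleted terms; it added 2, 1 and 1 terms to the enriched ones. An adjustment over the listed terms alone, added after seeing the data, again passed all 166, 182 and 125, because only terms with small p-values are listed. The requirement of at least 10 population genes removed no term and is void, as is that of at least 5 background genes for KEGG pathways. For the filter on identical lists the number of tests was kept. Of the 10 GO terms the paper names, each kept its direction and its side of the threshold in both comparisons with the GO-annotated population and with the tolerance.

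The number of genes differentially expressed in both comparisons was 2037. It was 1174 with biological process terms alone and 107 with the genes of the KEGG tables alone, because fewer genes enter, and 1529 and 1552 with molecular function and cellular component terms alone. The odds ratio lay between 16.2 and 25.3 wherever a population was known; the upper value is from genes in the population lists of both tables, which was chosen after seeing the data.

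The KEGG counts depended on the adjustment. With Benjamini-Hochberg adjustment they fell from 9 to 1 in the early sub-breed and from 6 to 0 in the late sub-breed, where 6 pathways had an unadjusted p below 0.05, and with a threshold of 0.01 to 3 in each. A two-sided test gave 7 and 6, and the totals of the GO analysis 9 and 9. Of the 20 results for single pathways named in the text, 14 lost the threshold under Benjamini-Hochberg adjustment, and none changed sides with the totals of the GO analysis. The genes of the shared pathways fell from 29 to 16 with p < 0.01 by the exact test in both comparisons and to 0 with adjusted values in both, since no pathway then qualified; with pathways at p < 0.05 in either comparison they were 40.

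In the test between the comparisons, 12 terms passed. A Bonferroni adjustment gave 5 terms and a threshold of 0.01 also 5. A minimum of 10 or 50 population genes and counting identical lists once gave 12, 13 and 13, and the limit to genes in the population lists of both tables, chosen after seeing the data, gave 8. The depth of the libraries limits the gene calls behind all of these lists, and the tables give no means to measure by how much.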

Differences from the paper's values

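The paper states 3197 differentially expressed genes found in both comparisons, and 2037 were counted over the identifiers named in the GO tables. Of the alternatives set before the deposited tables were examined, none reached the paper's number: biological process terms alone gave 1174, molecular function terms 1529, cellular component terms 1552 and the KEGG tables 107. The GO tables name 63.6% and 62.9% of the study genes of the 2 comparisons, so the 2 counts do not cover the same genes.

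The paper states 619 differentially expressed genes in signaling receptor activity. In the gene lists, 245 were differentially expressed in the early sub-breed and 224 in the late sub-breed, 305 in at least 1 comparison, and 619 is the number of population genes of the term. The alternatives set before the deposited tables were examined change the test of this term and not its number of differentially expressed genes, so none closed the gap.

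The paper's numbers of differentially expressed genes, 5083 and 4201, stand beside 5037 and 4163 study genes in the authors' deposited tables. These study genes exceed the paper's 3197 shared genes by 1840 and 966. The paper's Figure 2c gives both of these numbers for the genes of 1 comparison alone, so its numbers add up to the study genes and not to 5083 and 4201. The paper's results section gives the same number for the late sub-breed alone and 1860 for the early sub-breed alone, with which the sum is 5057. For the 5 shared pathways the paper gives 28 differentially expressed genes, and 29 were differentially expressed in both comparisons in the gene lists. These are not the same genes, since 4 genes of Table 2 were differentially expressed in the early sub-breed alone. In at least 1 comparison, 46 genes of these pathways were differentially expressed. The pairs 5083 and 5037, 4201 and 4163, and 28 and 29 lie within 1.5 times of each other, as do the numbers of GO terms, which were equal.

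The paper lists structural constituents of the cytoskeleton among the enriched terms. Here the term was depleted, with odds ratios of 0.105 and 0.108. Figure 5 is described as showing the first 10 enriched terms of each category. Among the 10 terms of each category with the smallest p-value in the authors' deposited tables, 7 of the 30 in the early sub-breed and 11 of the 30 in the late sub-breed were depleted. Table 2 lists MAP3K14, GABRB2, SRSF6 and NCF1 as differentially expressed genes of the pathways from both comparisons. In the gene lists these were differentially expressed in the early sub-breed and not in the late sub-breed. The discussion states that HEP21 was significantly differentially expressed in the RNA-seq data; the paper's own p-value in Supplementary Table S2 for the early sub-breed is 0.483.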

Other observations

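The test of the tolerance, first tried on terms of Supplementary Table S3, and that of the HEP21 fragments were chosen only after the result was seen, and so was the limit of 3000 on identifier numbers. The other tests were set before their own results were seen, although the patterns they address had been seen.

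The KEGG tests rest on a background of 1038 genes, against a population of 17934 in the GO analysis. Of the 156 genes named in the KEGG table of the early sub-breed, 151 (96.8%) have an Ensembl identifier number below 3000, and of the 132 of the late sub-breed, 128 (97.0%). Of the differentially expressed genes named in the GO tables, 465 of 3202 (14.5%) and 363 of 2620 (13.9%) do. One explanation is that genes with KEGG pathways have low identifier numbers by annotation. Against it, 112 of the 137 population genes of structural constituent of ribosome have numbers of 3000 and above, although ribosome is a KEGG pathway. A candidate explanation is that only genes with low identifier numbers, such as the top of a sorted list, entered the KEGG analysis. Of the 74 differentially expressed genes of that term in the early sub-breed, 10 of the 19 below 3000 were in the KEGG ribosome list, fewer than this explanation foresaw. That none of the 55 at or above 3000 was in it adds nothing, since the limit was set from where the KEGG genes lie. Whether the list was shortened in this way cannot be told apart from another selection of genes, since no value used here decides it. The 11 genes of the pathway had numbers up to 2868. No biological explanation was tested.

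In the authors' deposited tables of GO terms, the smallest p-values lie near 1e-10, while the exact test on the same numbers reached 5.15e-20 and 7.79e-34. A candidate explanation is an absolute tolerance of 1e-10 in the two-sided test, which adds every outcome whose probability is within that distance of the observed one. With this tolerance the deposited p-value was met for all 56 terms with an exact p below 1e-10, and for all 166 and 182 listed terms, against 137 and 141 terms without it. The tolerance changed no call at the threshold, but it changes the order of the strongest terms. No biological explanation was tested.

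The population of the GO analysis has 17934 genes, whereas the methods speak of all expressed genes and the paper gives 15134 genes detected in the 4 libraries. The listed terms name 11884 of the population genes, so it was not examined which other genes were included.

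HEP21 rests on 2 fragments in P-F-O1 and 1 in P-F-O2 by the steps of the counts in Supplementary Table S2. Whether counting noise between the 2 libraries could account for the call cannot be told apart from a change, since the exact binomial test gave p = 0.571 and 3 fragments allow no p below 0.0682. Among the identifiers of the table used here, 124 (6.37%) had at most 10 fragments in the 2 libraries together. A change in HEP21 with sexual maturity stays open as an untested explanation in these libraries.

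GH had counts of 7.63 in P-F-O1 and 2779 in P-F-O2 in the paper's values. One hypothesis is pituitary RNA in the library P-F-O2. Of a list of 21 names of 20 pituitary genes (GH was also listed as GH1), written after the value of GH had been seen and before those of the others were, 3 were in the part of Supplementary Table S2 used here: GH itself, LHX3, with paper's counts of 13.6 and 36.9, and HESX1, with 10.2 and 5.27. With 3 genes, 2 of them at low counts and in opposite directions, this could not be decided. The most abundant pituitary hormones other than GH were not among the rows used. The paper lists TSHB among the genes of the shared pathways and PRL as found, but not in both comparisons. Neither could be followed here. GH was also differentially expressed in the late sub-breed, in a direction that the lists do not name. Pituitary RNA in P-F-O2 alone would not account for that call. How many of the 20 genes the ovary also expresses was not examined, and expression of GH in the ovary itself stays open as an untested explanation.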
